# A Novel Mapping Strategy Utilizing Mouse Chromosome Substitution Strains Identifies Multiple Epistatic Interactions That Regulate Complex Traits

**DOI:** 10.1534/g3.120.401824

**Published:** 2020-10-06

**Authors:** Anna K. Miller, Anlu Chen, Jacquelaine Bartlett, Li Wang, Scott M. Williams, David A. Buchner

**Keywords:** QTL, complex trait, missing heritability, genetic architecture, epistasis

## Abstract

The genetic contribution of additive *vs.* non-additive (epistatic) effects in the regulation of complex traits is unclear. While genome-wide association studies typically ignore gene-gene interactions, in part because of the lack of statistical power for detecting them, mouse chromosome substitution strains (CSSs) represent an alternate approach for detecting epistasis given their limited allelic variation. Therefore, we utilized CSSs to identify and map both additive and epistatic loci that regulate a range of hematologic- and metabolism-related traits, as well as hepatic gene expression. Quantitative trait loci (QTL) were identified using a CSS-based backcross strategy involving the segregation of variants on the A/J-derived substituted chromosomes 4 and 6 on an otherwise C57BL/6J genetic background. In the liver transcriptomes of offspring from this cross, we identified and mapped additive QTL regulating the hepatic expression of 768 genes, and epistatic QTL pairs for 519 genes. Similarly, we identified additive QTL for fat pad weight, platelets, and the percentage of granulocytes in blood, as well as epistatic QTL pairs controlling the percentage of lymphocytes in blood and red cell distribution width. The variance attributed to the epistatic QTL pairs was approximately equal to that of the additive QTL; however, the SNPs in the epistatic QTL pairs that accounted for the largest variances were undetected in our single locus association analyses. These findings highlight the need to account for epistasis in association studies, and more broadly demonstrate the importance of identifying genetic interactions to understand the complete genetic architecture of complex traits.

The severity, presentation, and prevalence of complex traits and diseases are influenced by many genetic variants (Fu *et al.* 2013; Boyle *et al.* 2017). However, it remains unclear whether the variants work together in an additive manner or have non-linear effects on the phenotype, referred to as epistasis (Cordell 2002; Carlborg and Haley 2004; Jasnos and Korona 2007; Manolio *et al.* 2009; Bloom *et al.* 2013). Epistasis has been extensively observed in model organisms including *S. cerevisiae* (Jasnos and Korona 2007; Bloom *et al.* 2013; Forsberg *et al.* 2017), *C. elegans* (Lehner *et al.* 2006), *D. melanogaster* (Huang *et al.* 2012), and *M. musculus* (Shao *et al.* 2008; Tyler *et al.* 2017). In humans, epistasis has been more difficult to detect with standard genetic analyses. This is potentially due to low allele frequencies, limited sample sizes, complexity of interactions, insufficient effect sizes, diversity of genetic backgrounds, and methodological limitations due to the fact that in humans evidence for genetic effects is almost always statistical (Mackay 2014; Huang and Mackay 2016). However, despite these inherent difficulties, epistasis in humans has been detected in genome-wide interaction-based association studies and other methods for Crohn’s disease, Glaucoma, Behçet’s disease, multiple sclerosis, Hirschbrung disease, among others (Liu *et al.* 2011; Hu *et al.* 2013; Kirino *et al.* 2013; Hemani *et al.* 2014; Huang *et al.* 2015; Verma *et al.* 2016; Galarza-Munoz *et al.* 2017; Chatterjee and Chakravarti 2019; Tyler *et al.* 2020). Assuming these examples generalize, discovering and understanding epistatic interactions will be critical for improving the predicting of phenotypes from genetic data as well as understanding of pathophysiology, thereby better guiding precision medicine-based decisions (Moore and Williams 2009; Cole *et al.* 2017).

One method for detecting epistasis in a mammalian system is based on studies of mouse chromosome substitution strains (CSSs) (Nadeau *et al.* 2000). The genomes of CSSs are comprised of one chromosome derived from a donor strain, with the remainder derived from a host strain such that when two CSSs are crossed together, any genetic interactions between the two non-homologous donor chromosomes can be detected. Thus, CSSs are comprised of a fixed genetic background with limited allelic variation, which is in contrast to populations with genome-wide allelic variation that segregate in mapping populations such as the Diversity Outbred mouse population or typical analyses in humans (Churchill *et al.* 2012). Specifically, as it relates to epistasis, what might otherwise be a rare allelic combination in a segregating cross can be fixed in the genome of a CSS, allowing for detailed and reproducible studies of specific allelic combinations. Initial studies of CSSs derived from strains C57BL/6J and A/J, which differ with respect to metabolic disease and cancer risk, indicated that epistatic interactions were a dominant feature of many complex traits (Shao *et al.* 2008).

More recent work on CSS combinations with two substituted chromosomes highlighted the importance of epistasis in the regulation of complex traits and gene expression, and built upon previous studies by directly identifying pairs of QTL (chromosomes) with non-additive phenotypic effects. These studies found that in mice carrying two A/J-derived chromosomes on an otherwise C57BL/6J genetic background, the A/J chromosomes frequently showed evidence of non-additive interactions (Chen *et al.* 2017). The patterns of interactions were largely in the direction of negative (or suppressing) epistasis, such that traits that were altered due to the effects of one of the substituted chromosomes were returned to baseline levels due to the combined effects of the two interacting substituted chromosomes (Chen *et al.* 2017). These findings indicated that epistatic interactions can be a common feature of complex traits as well as important for maintaining homeostasis.

A major limitation to previous analyses of epistasis using CSSs is that the resolution of QTL mapped was at the size of the entire substituted chromosomes. However, to identify the molecular nature of such QTL requires identification of the underlying genes, which necessitates higher resolution mapping studies. Therefore, to identify novel epistatic QTL that regulate complex traits and gene expression levels with greater mapping resolution, we generated and analyzed the N2 generation mice from a modified backcross based on using some of the same CSSs in Chen *et al.* (2017). The resulting analyses demonstrate the ability of a CSS-based backcross to detect and fine-map epistatic QTL for complex traits. The analyses discovered significant epistatic interactions that control lymphocyte quantity and the distribution of red cell width, and the expression of hundreds of genes in the liver. Studies of this type are essential to make progress toward the molecular characterization of epistatic interactions that will provide insight into the biological pathways of disease pathophysiology as well as improve our understanding of trait heritability and genetic architecture.

## Materials and Methods

### Mice

Strains C57BL/6J-Chr6^A/J/^NaJ (B6.A6) (stock #004384), C57BL/6J-Chr4^A/J/^NaJ (B6.A4) (stock #004382), and C57BL/6J (B6) (stock #000664) were purchased from The Jackson Laboratory. Mice were maintained by brother-sister matings with offspring weaned at 3 weeks of age. Mice were housed in ventilated racks with access to food and water *ad libitum* and maintained at 21° on a 12-hour light/12-hour dark cycle. All mice were cared for as described under the Guide for the Care and Use of Animals, eighth edition (2011) and all experiments were approved by IACUC (protocol #2016-0064) and carried out in an AAALAC approved facility. Mice were anesthetized with isoflurane prior to retro-orbital bleeding and subsequently killed under anesthesia by cervical dislocation for tissue collection.

### Genotyping

Genomic DNA was isolated from mouse tail tissue using DNeasy Blood and Tissue Kits (Qiagen) following digestion with proteinase K. N2 offspring of the CSS backcross were genotyped with 57 SNP markers on Chromosome 4 and 50 SNP markers on Chromosome 6 (∼1 marker per 1.5 cM) using the PlexSeq technology (Agriplex Genomics Inc.) (Kayima *et al.* 2017; Soong *et al.* 2018). Genotyping results are listed in Supplemental Table 1. Of the 150 samples, one sample did not pass the PlexSeq quality control (<66% of genotypes called) and was not used in these analyses.

### Mouse Phenotyping

Five-week old mice were fasted overnight prior to phenotypic analysis. Mice were anesthetized with isoflurane and measurements were collected for total body weight and nose to anus length. Body mass index (BMI) was calculated as g/cm^2^. Blood was collected retro-orbitally and glucose levels were measured using an OneTouch Ultra2 meter (LifeScan, Milpitas, CA, USA). Mice were subsequently killed by cervical dislocation, gonadal fat pads were removed and weighed, and the caudate lobe of the liver was collected and immediately placed in RNAlater Stabilization Solution (Thermo Fisher Scientific). Complete blood counts were performed on either a Heska HemaTrue or Drew Scientific Hemavet 950 blood analyzer and included measurements of white blood count (wbc), neutrophils (ne), lymphocytes (ly), monocytes (mo), red blood count (rbc), hemoglobin (hb), hematocrit (hct), mean corpuscular volume (mcv), mean corpuscular hemoglobin (mch), mean corpuscular hemoglobin concentration (mchc), red cell distribution width (rdw), platelet count (plt), mean platelet volume (mpv), granulocyte % (gran%), granulocyte KuL (gran KuL), and red cell distribution width (absolute) (rdwa).

### Transcriptome analysis

Total RNA was isolated from liver using PureLink RNA mini kit (Thermo Fisher Scientific). RNA quality was analyzed using an Agilent TapeStation with all resulting RNA Integrity Numbers (RIN) greater than 8.5. Sequencing libraries were generated from total RNA (1 ug) using the TruSeq stranded mRNA kit (Illumina Corp.) and were sequenced using a NovaSeq6000 S4. Paired-end sequencing was performed at an average read number of 51,404,587 ± 12,403,503 reads per sample with an average of 92.7% of bases reaching quality scores of at least Q30. RNA quality control, library construction, and sequencing were performed by Macrogen Inc (now Psomagen) of Rockville, Maryland.

Prior to gene expression analysis, Fastqc (version 0.11.8) was used to determine the sequence quality of the fastq files before and after adapters were trimmed with Trimmomatic (version 0.36) (Andrews 2010; Bolger *et al.* 2014). Sequencing reads were aligned to the C57BL/6J mouse genome by Hisat2 (version 2.1.0) using the Ensembl GRCm38.p5 primary DNA assembly reference sequence (Kim *et al.* 2015; Cunningham *et al.* 2019). On average, the overall alignment rate was 98.1% ± 0.3% [range: 96.9–98.6%]. Sequence alignment files were written into bam files, sorted, and indexed by Samtools (version 1.9.0) and genomic reads were counted by HTSeq (version 0.11.1) (Anders *et al.* 2015; Morgan *et al.* 2019). Genes with genomic read counts of 0 or a low yield were identified and removed from the analysis by EdgeR (version 3.10) as low yield genes provide little evidence for differential expression, followed by normalization for the remaining expressed genes (McCarthy *et al.* 2012).

### QTL mapping

Trait data were analyzed from offspring of the CSS backcross (n = 149) (Figure 1). To generate N2 offspring for analysis, B6.A4 mice and B6.A6 mice were first separately backcrossed to B6 mice. The resulting (B6.A4 x B6)F1 and (B6.A6 x B6)F1 offspring were then intercrossed to each other (Figure 1A). Their offspring, which we refer to as the N2 generation, carried one chromosome 4 and one chromosome 6 that was entirely of B6 origin and one chromosome for each of these homologs that was recombinant, partially of B6 and partially of A/J origin (Figure 1B). The remainder of the genome, excluding chromosomes 4 and 6, is entirely from B6. Trait data were measured and analyzed for 149 N2 offspring at 5 weeks of age. All trait data for all samples can be found in Supplemental Table 2. Additionally, summary statistics, Student *t*-tests, and Wilcoxon tests were performed in R (version 3.5.3). Gene expression was analyzed from a subset of the backcross offspring (n = 49).

**Figure 1:**
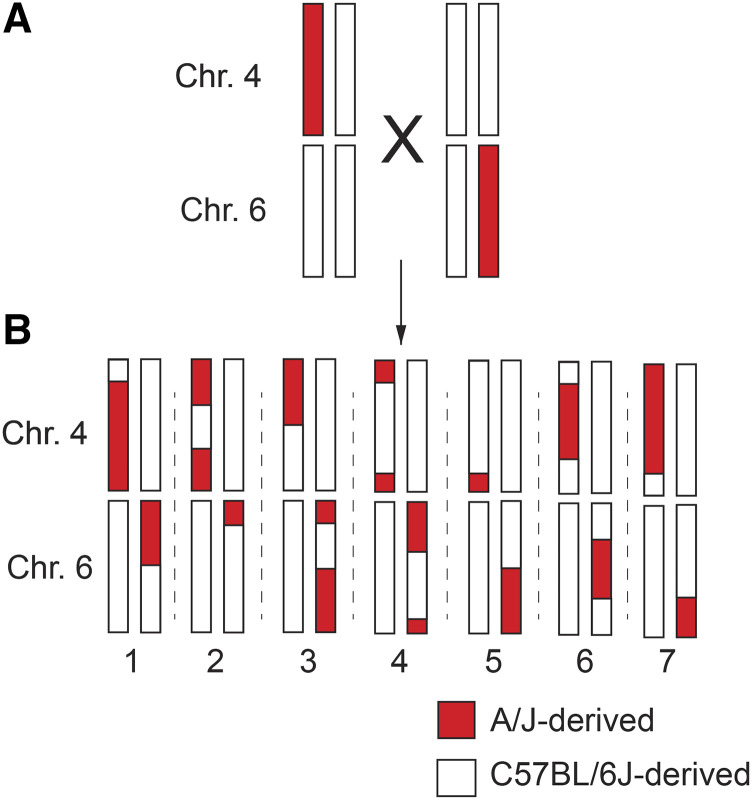
Diagram of the CSS backcross strategy to map epistatic QTL pairs. (A) (B6.A4 x B6)F1 mice were crossed with (B6 x B6.A6)F1 mice to generate 149 “N2” offspring. (B) Seven hypothetical “N2” offspring are shown. The recombinant chromosomes 4 and 6 are derived from A/J or C57BL/6J as indicated. All other chromosomes are B6- derived in all mice and therefore lack any allelic variation in this cross.

QTL linkage analysis was performed using R/qtl software (v.1.44-9), freely-available statistical software that performs single and multiple QTL mapping analyses and allows for the inclusion of covariates (Broman *et al.* 2003). One-dimensional (one locus) scans for main effects and two-dimensional (two loci) scans for epistatic effects were conducted for both the trait data and the transcriptome data to detect and map main and epistatic effects using the R/qtl functions “scanone” and “scantwo”, respectively. The scans were performed with and without sex as a covariate using logistic regression with the Haley-Knott (“hk”) algorithm (one-dimensional) or the Expectation-Maximization algorithm (“em”) algorithm (two-dimensional). Two-dimensional scans were also performed with the Haley-Knott algorithm to test the effect of the algorithm on the output. The exact same loci were identified as significant with the EM and HK algorithms, demonstrating the robustness of the results. Two-dimensional scans report the interaction with the largest LOD score for each possible chromosomal interaction: Chromosome 4 to Chromosome 4, Chromosome 6 to Chromosome 6, and Chromosome 4 to Chromosome 6. Trait data were also performed with BMI as an additive covariate to account for variation due to adiposity (Samocha-Bonet *et al.* 2008; Mărginean *et al.* 2019).

LOD significance thresholds were obtained from permutation tests for both additive and epistatic models using a permutation-based LOD threshold equivalent to *P* < 0.05. The exact LOD threshold was calculated specifically for each trait given that data from all traits was not available for all mice in the study. The R/qtl permutation test permutes the phenotypes relative to the genotype data, applies the QTL mapping method to the shuffled version of the data to obtain a set of LOD curves, and derives the genome-wide maximum LOD score. Permutation tests for each trait were performed with 10,000 permutations; thus, concerns of multiple testing related to the number of statistical tests performed for each trait are accounted for by using permutation p-values (Broman 2009). QTL locations were updated in the context of a multiple QTL model based on maximum likelihood using an iterative scan with the “refineqtl” function in R/qtl (Broman *et al.* 2019).

Intra-chromosomal interacting QTL regulating gene expression within 30 MB of each other were removed as visual inspection of the data suggested a high frequency of suspected false positives, which is also consistent with the limited mapping resolution given the study’s sample size. The selection of a 30 MB window ensured that each genotype class at a given pair of loci was represented by multiple animals, and thus excluded analysis of genotype groups represented by extremely small sample sizes (*i.e.*, n = 1) due to the low frequency of recombination between tightly linked loci. Significant interactions were visualized in three-dimensional space using the R packages “circularize” (Gu 2014) and “rgl” (Adler 2019).

### Data availability

All RNA sequencing files can be found at accession number GSE145607 at the NCBI gene expression omnibus. All genotype data can be found in Supplemental Table 1 and all phenotype data can be found in Supplemental Table 2. The complete QTL analysis pipeline can be found on protocols.io at dx.doi.org/10.17504/protocols.io.bmwtk7en. Supplemental material available at figshare: https://doi.org/10.25387/g3.12816482

## Results

### Identification of additive QTL for complex traits

B6.A6 and B6.A4 mice have previously been found to carry allelic variation on their respective substituted chromosomes that non-linearly interacted with each other to regulate plasma glucose levels. This particular strain combination demonstrated the third most statistically significant interaction regulating glucose levels among 15 strain combinations tested, with evidence of this interaction found in both male and female mice. Additionally, mRNA expression of 83 genes were identified that were regulated by epistatic interactions between these two CSSs (Chen *et al.* 2017). Beyond the epistatic interactions regulating glucose and gene expression, previous studies also found evidence of QTL mapped to these chromosomes for other complex traits, including a number of hematology-related traits that can quickly, quantitatively, and cost-effectively be measured in hundreds of mice (Lake J. *et al.*). Studies of hematology-related traits in the B6.A6 strain in particular identified as many or more QTL mapped to that substituted chromosome (Chr. 6) than were found on any other chromosome. Thus, given the previous findings of epistasis between allelic variation on Chromosomes 4 and 6, as well as the evidence for additional QTL regulating clinically relevant traits that could be efficiently studied in a large mapping population, this particular strain combination was chosen for additional studies. To further map the genetic loci that control plasma glucose levels and other traits, a total of 17 metabolism- and blood-related traits were analyzed in N2 offspring from a modified backcross between B6.A6 and B6.A4 (Figure 1).

A single-locus QTL genome scan was performed to test for main (additive) effects in the 149 N2 mice (Broman *et al.* 2003). Unadjusted main effect QTL analysis identified significant QTL for two traits: platelet count (plt) (LOD score > 2.04, p-value < 0.05) and granulocyte % (gran%) (LOD score > 2.02, p-value < 0.05). To test whether including sex as a covariate might affect QTL detection, we first tested for phenotypic differences in metabolism- and blood-related traits between male and female mice from the same crosses. There was a significant difference between sexes for 8 of the 17 factors tested: fasted body weight, fasting glucose, length, fat pad weight, mcv, mchc, plt, and rdwa (*P* < 0.05, Table S3). Thus, sex was included as a covariate to better account for sex-specific trait differences. Sex-adjusted main effect QTL were identified for three traits: plt and gran% as before, plus an additional QTL for fat pad weight (Table 1). The 1-LOD support QTL intervals for these traits were located between 38.9 - 104.8 Mb on Chr. 6 (fat pad weight), 83.2 - 128.8 Mb on Chr. 4 (plt), and 125.0 - 146.5 Mb on Chr. 6 (gran%) (Table 1). These three loci accounted for 28.3% (fat pad weight), 29.4% (plt), and 29.0% (gran %) of their respective trait variances.

**Table 1:** 1-LOD SUPPORT INTERVALS FOR MAIN EFFECT TRAIT QTLS

	Chromosome	Marker	Position (Mb)	LOD	p-value	BMI LOD	BMI p-value
Fat Pad Weight	6	rs13478720	38.85	1.17		1.19	
	**6**	**rs13478811**	**70.31**	**2.18**	**0.030**	**2.24**	**0.030**
	6	rs13478947	104.84	1.06		1.08	
Platelets	4	rs13477808	83.18	1.56		1.55	
	**4**	**rs13477911**	**111.29**	**2.61**	**0.018**	**2.64**	**0.010**
	4	rs13477973	128.75	1.41		1.36	
Granulocyte (%)	6	rs3023094	125.04	1.61		1.49	
	**6**	**rs13479068**	**137.48**	**2.64**	**0.006**	**2.57**	**0.02**
	6	rs3090690	146.46	1.55		1.55	

Peak SNPs are in bold with the SNPs defining the 1-LOD support interval shown above and below the peak SNP. The LOD and P-value columns include sex in the model, The BMI LOD and BMI p-value columns include sex and BMI in the model.

Main effect QTL analyses were also performed with BMI in the model to account for variation due to adiposity. QTL analyses that included sex and BMI resulted in the same significant main effect QTL as sex alone. However, there was an increase in significance for the plt QTL when BMI was added to the model (sex p value = 0.018 *vs.* sex and BMI p value = 0.010) (Table 1), which aligns with the previously seen association between platelet count and BMI (Samocha-Bonet *et al.* 2008; Mărginean *et al.* 2019).

### Identification of epistatic QTL for complex traits

To test for epistatic QTL interactions, a two-dimensional (two-locus) genome scan with sex as a covariate was performed for the metabolism- and blood-related trait data from 149 N2 mice. Epistatic QTL pairs were identified for two of the traits: lymphocytes (ly%) and red cell distribution width (rdw). An inter-chromosomal interaction was discovered between loci on chromosomes 4 and 6 that regulated ly% and an intra-chromosomal interaction between two distinct loci on chromosome 6 regulated rdw (Table 2). The 1-LOD support QTL intervals for ly% were between 5.09 – 104.51 Mb on Chr. 4 and between 38.85 – 93.25 Mb on Chr. 6. The 1-LOD support interval for ly% on Chr. 4 contains a second peak (Figure 2D), however the direction of the effect on lymphocyte levels is the same for both regions, and given the overlap between the 1-LOD support intervals the possibility remains that these seemingly distinct peaks represent one signal. The 1-LOD support QTL intervals for rdw were between 3.49 – 16.06 Mb and 14.36 Mb - 17.72 Mb on Chr. 6 (Table 2).

**Table 2:** 1-LOD SUPPORT INTERVALS FOR EPISTATIC TRAIT QTLS

Trait	Chromosome	Marker (nearest SNP)	Position (Mb)	LOD	p-value
Lymphocytes (%)					**0.032**
Interval 1					
	4	rs13477536	5.09	2.86	
	**4**	**rs13477644**	**35.28**	**4.23**	
	4	rs3695339	104.51	2.72	
Interval 2					
	6	rs13478720	38.85	2.29	
	**6**	**rs13478739**	**47.03**	**3.85**	
	6	rs13478897	93.25	1.95	
Red Cell Distribution Width					**0.036**
Interval 1					
	6	rs13459096	3.49	3.10	
	**6**	**rs13478633**	**12.25**	**5.69**	
	6	rs13478641	16.06	0.90	
Interval 2					
	6	rs13478638	14.36	3.70	
	**6**	**rs13478641**	**16.06**	**5.95**	
	6	rs3023064	17.72	3.91	

Peak SNPs are in bold with the SNPs defining the 1-LOD support interval shown above and below both peak SNPs.

**Figure 2:**
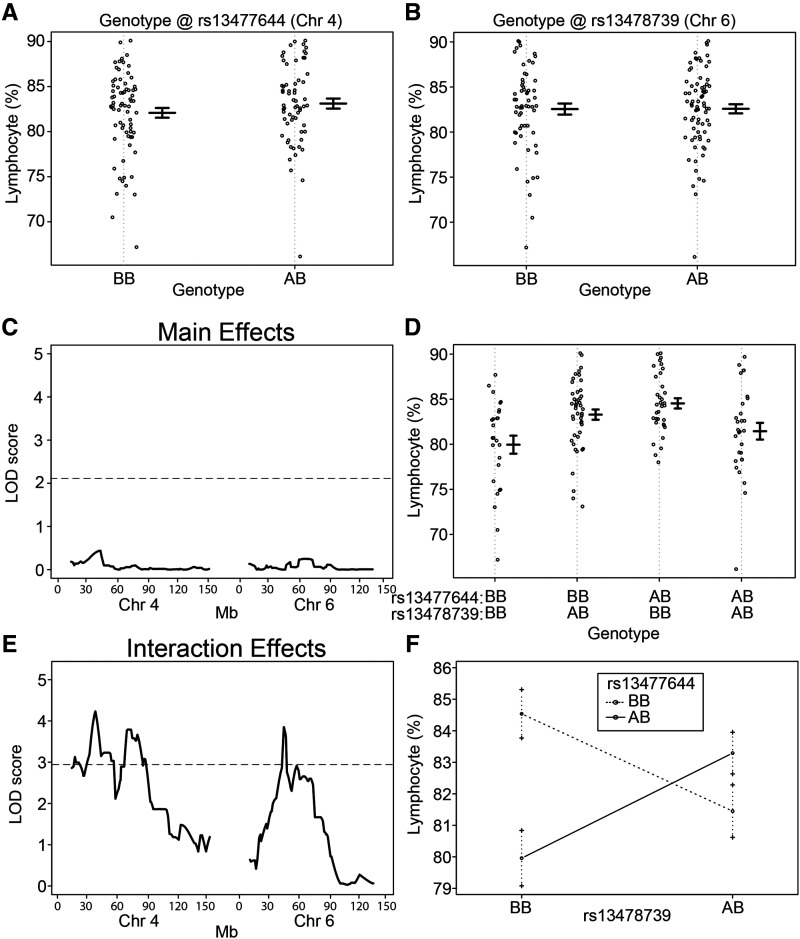
Epistatic interaction between loci on chromosomes 4 and 6 regulate the percentage of lymphocyte cells in blood. Lymphocyte % based on genotype at SNP markers (A) rs13477644 on chromosome 4 and (B) rs13478739 on chromosome 6. Each dot represents one mouse. (C) QTL mapping results for main effects on chromosomes 4 and 6. The LOD threshold for significance (*P* < 0.05) was calculated by permutation testing (n = 10,000) and is indicated by a horizontal line. Mb position is indicated for both chromosomes 4 and 6 along the x-axis. No significant main effect QTL were detected. (D) Lymphocyte % based on the combined genotypes at rs13477644 on chromosome 4 and rs13478739 on chromosome 6. (E) QTL mapping results for interaction effects on chromosomes 4 and 6. The LOD threshold for significance (*P* < 0.05) was calculated by permutation testing (n = 10,000) and is indicated by a horizontal line. The most significant interaction QTL pairs were detected with peaks centered at rs13477644 (17.3 Mb) and rs13478739 (22.6 Mb), with a potentially second peak on chromosome 4 centered at rs13477796 (37.6 Mb). Mb position is indicated for both chromosomes 4 and 6 along the x-axis. (F) Context-dependent effects of the BB and AB genotypes at markers rs13477644 and rs13478739. Mean and standard error are shown for each genotype combination. An “A” genotype indicates A/J-derived. A “B” genotype indicates C57BL/6J-derived.

For ly%, the most significant interacting SNPs within the QTL intervals were rs13477644 (Chr. 4) and rs13478739 (Chr. 6). Testing for effects of these SNP genotypes individually on ly% revealed no marginal effect on lymphocyte count (Figure 2A, B). Accordingly, a main effect QTL analysis of these regions individually found no evidence for a QTL at either locus (Figures 2C, S4). However, when accounting for both SNP genotypes taken together, association with lymphocyte count became readily apparent (Figure 2D), with the resulting QTL analysis for interacting loci revealing a strong epistatic QTL (Figure 2E). The epistatic regulation of ly% represents a case of negative epistasis, as each individual A/J-derived allele at rs13477644 and rs13478739 is associated with a modest increase in ly% (Figure 2E, middle two sections relative to the left section); however, the combination of A/J-alleles at both rs13477644 and rs13478739 (Figure 2E, far right section) together reduce ly% back toward the control levels. The context dependent effects of this interaction are graphically illustrated in Figure 2F, as shown by the crossing lines connecting the mean values for each genotype combination indicating suppression epistasis. Remarkably, this epistatic interaction alone accounted for 12.1% of the variance in this trait.

For rdw, the most significant interacting SNPs within the QTL intervals were rs13478633 (Chr. 6) and rs13478641 (Chr. 6). Testing for effects of these SNP genotypes individually on rdw revealed no marginal effect on red cell distribution width (Figure S1A, B) and a main effect QTL analysis found no evidence for a QTL at either locus (Figures S1C, S4). However, when both SNP genotypes were jointly analyzed (Figure S1D), the association with red cell distribution width was identified (Figure S1E). The epistatic regulation of rdw again represents a case of negative epistasis, as each A/J-derived allele at rs13478633 and rs13478641 is associated with a modest decrease in rdw (Figure S1D, middle two sections relative to the left section); however, the combination of A/J-alleles at both rs13478633 and rs13478641 (Fig. S1D far right section) revert rdw back toward the control levels. The context dependent effects of this interaction are graphically illustrated in Figure S1F. This epistatic interaction accounted for 10.7% of variance in this trait.

### Identification of QTL that regulate hepatic gene expression

In addition to the metabolism and blood traits, we measured the liver transcriptomes in a subset (n = 49) of the offspring from the B6.A4 and B6.A6 backcross to identify additive and epistatic QTL regulating hepatic gene expression. 

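Liver RNA was sequenced as stranded, poly(A)-selected paired-end libraries, and the authors' table gives expression values for 50 libraries, against n = 49 mice in the paper. The library titles carry 48 distinct animal numbers, because 2 animal numbers stand on 2 libraries each. For the libraries that share an animal number, the correlation between them was compared with that of other pairs. Among the 1225 pairs of libraries, ordered from the most to the least correlated over the 1304 genes of chromosomes 4 and 6 with a mean value of at least 1, the pair numbered 8 and 10 ranked 776 and the pair numbered 22 and 55 ranked 747, and over the 10132 other genes their correlations were 0.155 and -0.119, against a median of -0.0303 and a highest of 0.5295 over all pairs. On chromosomes 4 and 6, where libraries of 1 animal share their alleles, the correlations of these 2 pairs were -0.134 and -0.111. Over all pairs the median was -0.0213 and the highest 0.7298. These values argue against 2 libraries of 1 animal in either pair, so a title in each pair may carry a wrong animal number. All 50 libraries were kept. The paper's materials at hand do not say which library is absent from its 49. The deposited labels describe the animals as adult males of an F2 cross, where the paper describes N2 offspring at 5 weeks of age. Xist was not in the table, and the Y-linked genes Ddx3y, Eif2s3y, Kdm5d and Uty were above 3 reads in all 50 libraries. The authors trimmed the reads, aligned them to GRCm38.p5 with Hisat2, counted them per gene with HTSeq, removed genes with low counts and normalized the remaining genes with edgeR. The resulting table holds 12185 genes, of which 12177 have a chromosome position in the GENCODE annotation of GRCm38. Each value is a whole multiple of what 1 read is worth in its library, between 0.0317 and 0.0864 normalized CPM (counts scaled to a common library size across libraries), and 100% of the values came out whole within 0.01 of a read. From these steps, between 11965594 and 29976557 reads per library were counted on the genes of the table, with a median of 13620584. The paper reports an average of 51404587 sequenced reads per sample, and the values in the table rest on the counted reads. In these paired-end libraries a counted read may stand for a pair of sequenced reads, so the numbers may differ in unit. The smallest value that 3 reads can show lay between 0.0951 and 0.259 normalized CPM. This floor covers counting error only, since reads from PCR copies are not independent molecules. The genotypes of the mice were not used here, so every value below is over all libraries and not by genotype class. A score was also taken for each library over 43 liver genes listed, from general knowledge, as differing between the sexes. The list was not checked against publications. The score is the mean standardized log2 value of 21 genes higher in males minus that of 22 genes higher in females. No measured state of the mice was set beside this score.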

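Over the 50 libraries, the median gene of the table had a mean value of 11.2 normalized CPM and a coefficient of variation of 17.2%. A value is a count of reads, so part of the variance between mice is counting error. For the median gene, the Poisson error of the counted reads came to 25.3% of the variance between libraries. The share was 45.4% for the 3777 genes with a mean value below 5, 28.02% for the 4170 genes between 5 and 20, and 9.01% for the 4238 genes at 20 or above. In 2101 genes, 17.2% of the table, counting error made up more than 50% of the variance between libraries. The 10 genes with the highest means held 34.1% of the summed values. Liver expression values were the traits for the paper's linkage scans of gene expression. The paper does not state whether the scans used exactly the values and libraries of this table.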

Linkage analyses of the RNA-Seq data revealed 768 main effect QTL (single locus) (Table S5). Among the main effect QTL, there were 159 genes within the QTL interval on either chromosome 4 or 6, and are thus *cis*-QTL, whereas 609 were located elsewhere in the genome and are therefore *trans*-QTL. 

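Of the genes in the table with a known position, 777 lie on chromosome 4 and 620 on chromosome 6, together 11.5%, and 10780 lie elsewhere in the genome. Only chromosomes 4 and 6 segregate in this cross, so a comparison of these chromosomes with the other autosomes needs no genotypes. Among the 11087 autosomal genes with a mean value of at least 1, the standard deviation of log2(value + 0.5) between mice was compared with that of the 200 genes nearest in mean value. The genes in the top 5% by this excess made up 9.60% of the genes on chromosome 4, 5.57% on chromosome 6 and 4.63% on the other autosomes, of which the highest reached 6.76%. Chromosome 4 ranked 1 and chromosome 6 ranked 5 among the autosomes, so chromosome 6 did not stand out by itself. The mean of chromosomes 4 and 6 exceeded the mean of the other autosomes by 2.85 percentage points (one-sided exact permutation test over the 171 pairs of autosomes, p = 0.0234). Of the alternatives tried, leaving out the Mup genes of chromosome 4 moved this difference most, to 1.24 percentage points (p = 0.0409), with chromosome 4 at 6.79%. The highest other autosome then stood at 6.76%. None of these alternatives removed principal components or the score of sex-dependent liver genes. Clustered genes that vary for reasons other than the alleles of the cross would also raise a chromosome's share, and this was not separated. Alleles inherited together also make neighbouring genes vary together. After the first 5 principal components were removed, the mean squared correlation of genes 1 to 20 Mb apart exceeded that of genes on different chromosomes by 0.00386 on chromosome 4 and by 0.00212 on chromosome 6. The median over the other autosomes was 2.65e-05, and chromosome 19 reached 0.00216. The difference between chromosomes 4 and 6 and the other autosomes was 0.00289 (one-sided exact permutation test over pairs of autosomes, p = 0.0117). Without removing principal components it was -0.00134 (p = 0.719), so the result depends on this step.

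**Figure D1:**
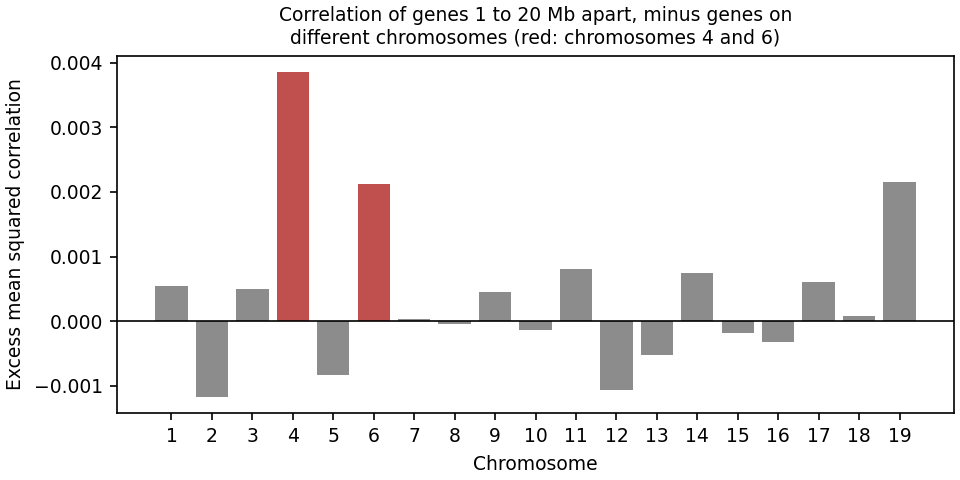
Each bar is 1 autosome and gives the mean squared correlation between genes of that chromosome 1 to 20 Mb apart, minus that of genes on different chromosomes, over 50 libraries with 5 principal components removed. Chromosomes 4 and 6, in red, stand at 0.00386 and 0.00212, and chromosome 19 at 0.00216.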

There were 519 epistatic QTL pairs regulating hepatic gene expression (LOD Score > 2.44, p-value < 0.05) (Table S6). As the R/qtl mapping software used only identifies the most significant inter-chromosomal epistatic interaction between chromosome 4 and 6 and the most significant intra-chromosomal epistatic interactions for each chromosome, if anything these numbers represent an underestimate of the true number of epistatic QTL pairs, thus demonstrating the pervasive effects of epistasis in the regulation of gene expression. In addition to the detection of widespread epistasis, the N2 cross strategy used in this study (Figure 1) enabled higher resolution QTL mapping relative to prior CSS studies in which the mapping resolution was limited to entire chromosomes (Chen *et al.* 2017). For example, previous studies mapped main effect QTL regulating the expression of *Extl1* to Chromosome 4, *Cadps2* to Chromosome 6, and an epistatic interaction controlling the expression of *Tmem245* to Chromosomes 4 and 6, all of which were mapped with higher resolution with the N2 cross (Figures S2 and S3).

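Extl1 (ENSMUSG00000028838) lies on chromosome 4 of GRCm38 from 134356372 to 134383850. It had a mean value of 5.43 ± 4.54 normalized CPM (SD, n = 50 libraries), a coefficient of variation of 83.5%. Its values ran from 0.325 to 14.7, a range of 45.4-fold, and its coefficient of variation was above that of all 200 genes nearest in mean value. Counting error accounted for 1.79% of its variance between libraries. Cadps2 (ENSMUSG00000017978), on chromosome 6 from 23262773 to 23839421, had a mean value of 8.89 ± 2.23 (SD, n = 50) and ranged from 5.18 to 13.8. Its coefficient of variation of 25.1% was above that of 89% of the genes nearest in mean value, and counting error accounted for 12.1% of its variance. Its value fell by 0.30 on the log2(value + 0.5) scale per 100 animal numbers (standard error 0.086, adjusted p = 0.0136, limma with Benjamini-Hochberg adjustment over 11436 genes). With the score of sex-dependent liver genes as a covariate the change was -0.21 (limma, p = 0.029, adjusted p = 0.218). Tmem245 (ENSMUSG00000055296), on chromosome 4 from 56866923 to 56947437, had a mean value of 22.9 ± 4.33 (SD, n = 50), with counting error at 8.31% of its variance. Its coefficient of variation of 18.9% was above that of 84.5% of the genes nearest in mean value. Taking the mean on the log2 scale moved these means most, with Extl1 at 3.71 normalized CPM after transforming back. This shift was smaller than its standard deviation but larger than the standard error of its mean, 0.641. Cadps2 rose with the score of sex-dependent liver genes (Pearson r = 0.430, permutation p = 0.0021; Spearman rho = 0.433, permutation p = 0.00196; n = 50). For Cadps2, r was 0.456 without the 2 libraries farthest from the median score, and 0.455 and 0.389 in the libraries numbered 1 to 30 and 31 to 59. Tmem245 also rose with it (Pearson r = 0.337, permutation p = 0.0173; Spearman rho = 0.368, permutation p = 0.00904), with r = 0.352 without the 2 farthest libraries. Its relation did not hold within both sets, with r = 0.496 in the first and 0.0188 in the second.

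**Figure D2:**
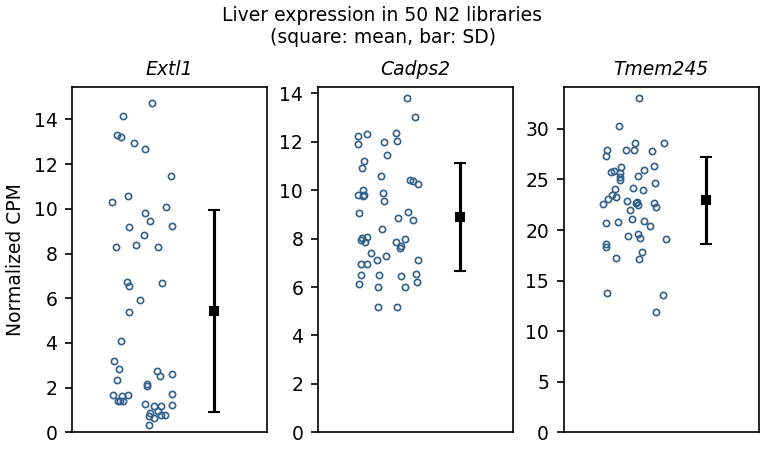
Each circle is 1 of 50 liver libraries, and the vertical axis gives the value in normalized CPM. The square and bar mark the mean and standard deviation, 5.43 ± 4.54 for Extl1, 8.89 ± 2.23 for Cadps2 and 22.9 ± 4.33 for Tmem245.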

The relationship between main effect QTL LOD scores and interaction QTL LOD scores shows that a large interaction QTL LOD score does not predict a large main effect QTL LOD score, and *vice versa* (Figure 3). Of the 748 unique genes with significant main effects and 510 unique genes with significant epistatic effects, 727 genes had only main effects, 489 had only epistatic effects, respectively, and 21 genes had both significant main and epistatic effects. Thus, there appears to be little overlap between marginal and epistatic effector loci (Figure 3). 

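For a regression on genotype without covariates, set against a model without any locus, a LOD score and a number of mice give a percentage of variance explained. At a LOD score of 2.44, this percentage is 20.5 for 49 mice, 20.1 for 50 and 20.9 for 48. With covariates, or for an interaction term set against additive effects, the percentage can differ. The variance to be explained includes the counting error of each gene, which differs with its expression level.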

The percent variance explained by interaction QTL (mean 24.5%; range 20.5–85.6%) was similar to that explained by single locus QTL (mean 28.5%; range 20.5–44.4%). The detection of so many epistatic QTL accounting for such a high proportion of the variance was not unexpected, as our previous data suggested the widespread importance of epistasis in regulating gene expression (Chen *et al.* 2017). Of 519 epistatic QTL (the 510 unique genes and genes regulated by multiple eQTLs), 243 (46.8%) exhibited positive epistasis whereas 276 (53.2%) exhibited negative epistasis. That a slight majority of QTL exhibited negative epistasis indicates that epistasis can have a profound effect on maintaining homeostasis, although the proportion of negative epistatic QTL pairs in this study was not as high as previously detected using CSSs (>95%) (Chen *et al.* 2017), However, the current proportion of negative epistasis is more in line with other studies comparing negative and positive interactions (Segre *et al.* 2005; Costanzo *et al.* 2016; Guerrero *et al.* 2017).

**Figure 3:**
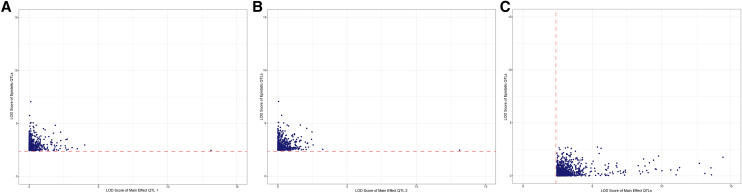
Little overlap between main effect QTL and epistatic QTL pairs. (A,B) LOD scores for peak SNPs defining significant epistatic QTL pairs were plotted against the corresponding main effect LOD scores for each SNP within the epistatic pair. (C) LOD scores for peak SNPs defining significant main effect QTL were plotted against the most significant interaction LOD score for that SNP. The solid horizontal red line in panels A and B indicates the threshold level for significance for epistatic QTL pairs and the vertical dashed red line in panel C indicates the threshold level for significance for main effect QTL.

The most statistically significant epistatic QTL regulating gene expression was for *Arhgap25*, with LOD peaks at the SNPs rs13478003 (Chr. 4) and rs13478976 (Chr. 6). As seen in the analysis of ly%, analysis of *Arhgap25* expression associated with each individual SNP failed to reveal a main effect of genotype (Figure 4A, B), and neither resulted in a significant QTL association (Figure 4C). However, when *Arhgap25* expression was analyzed with SNP-SNP interactions, a clear genetic effect of the combination of rs13478003 and rs13478976 was detected (Figure 4D-F). This interaction accounted for a remarkable 41.7% of the variance for this trait, but was completely absent in a standard single locus association analysis (Table S6). 

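Arhgap25 (ENSMUSG00000030047) lies on chromosome 6 of GRCm38 from 87458545 to 87533259. It was expressed at 2.31 ± 0.523 normalized CPM (SD, n = 50 libraries), with values from 1.51 to 3.85. These values rest on 18 to 73 reads per library, with a median of 34.5 reads. The Poisson error of these reads amounts to 57.2% of the variance between libraries and leaves 42.8% for all other sources. Its coefficient of variation was 22.7%, above that of 29.5% of the 200 genes nearest in mean value, whose median was 25.01%. The value rose by 0.19 on the log2(value + 0.5) scale per 100 animal numbers (standard error 0.067, adjusted p = 0.0438, limma with Benjamini-Hochberg adjustment), and with the libraries that share an animal number left out the adjusted p was 0.0688. It was 0.0646 with the share of the 10 highest genes as a covariate. With the score of sex-dependent liver genes as a covariate it was 0.338, and the change was 0.14 (limma, unadjusted p = 0.074). Arhgap25 fell with the score of sex-dependent liver genes (Pearson r = -0.363, permutation p = 0.00994; Spearman rho = -0.354, permutation p = 0.0121; n = 50). Without the 2 libraries farthest from the median score, r was -0.301. In the libraries numbered 1 to 30 r was -0.422, and in those numbered 31 to 59 it was -0.283. The paper reports no main effect from the values split by each SNP and the single locus scan (Figure 4A-C), and from the values split by both SNPs and the interaction scan (Figure 4D-F) it states that the combination of rs13478003 and rs13478976 had an effect on Arhgap25 expression.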

Beyond *Arhgap25*, 518 additional genes were identified with significant epistatic QTL. Interaction plots of the next 5 most significant regulated genes (after *Arhgap25*) are shown in Figure 5A-E and include *Irf2bpl*, *Gnmt*, *Rasa3*, *Flnb*, and *Capn10*, all demonstrating interactions that act to maintain homeostatic levels of gene expression (negative epistasis), rather than exacerbate strain differences in expression levels (Figure 5). 

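Irf2bpl (ENSMUSG00000034168) lies on chromosome 12 of GRCm38 from 86880701 to 86884798. Its value was 13.5 ± 3.67 normalized CPM (SD, n = 50 libraries) and ranged from 7.25 to 22.6. Its coefficient of variation of 27.1% was above that of 95% of the 200 genes nearest in mean value. Gnmt (ENSMUSG00000002769) lies on chromosome 17 from 46725664 to 46729168 and reached 1471 ± 248.1 normalized CPM (SD, n = 50), from 991 to 2154. Rasa3 (ENSMUSG00000031453), on chromosome 8 from 13566948 to 13677603, had a value of 8.70 ± 1.74 (SD, n = 50). It rose by 0.23 on the log2(value + 0.5) scale per 100 animal numbers (standard error 0.066, adjusted p = 0.0134, limma with Benjamini-Hochberg adjustment). With the score of sex-dependent liver genes as a covariate the change was 0.17 (limma, p = 0.022, adjusted p = 0.192). Capn10 (ENSMUSG00000026270), on chromosome 1 from 92934376 to 92947941, had a value of 16.6 ± 2.63 (SD, n = 50). Counting error made up 19.6% of the variance of Rasa3, 16.3% of that of Capn10, 6.81% of that of Irf2bpl and 0.162% of that of Gnmt. None of these genes lies on chromosome 4 or 6. Rasa3 fell with the score of sex-dependent liver genes (Pearson r = -0.403, permutation p = 0.00349; Spearman rho = -0.418, permutation p = 0.00275; n = 50), with r = -0.337 without the 2 libraries farthest from the median score and -0.418 and -0.431 within the sets of library numbers. Gnmt fell with it as well (Pearson r = -0.315, permutation p = 0.0248; Spearman rho = -0.304, permutation p = 0.031), with r = -0.355 without the 2 farthest libraries, but r was -0.516 in the libraries numbered 1 to 30 and 0.0683 in those numbered 31 to 59.

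**Figure D3:**
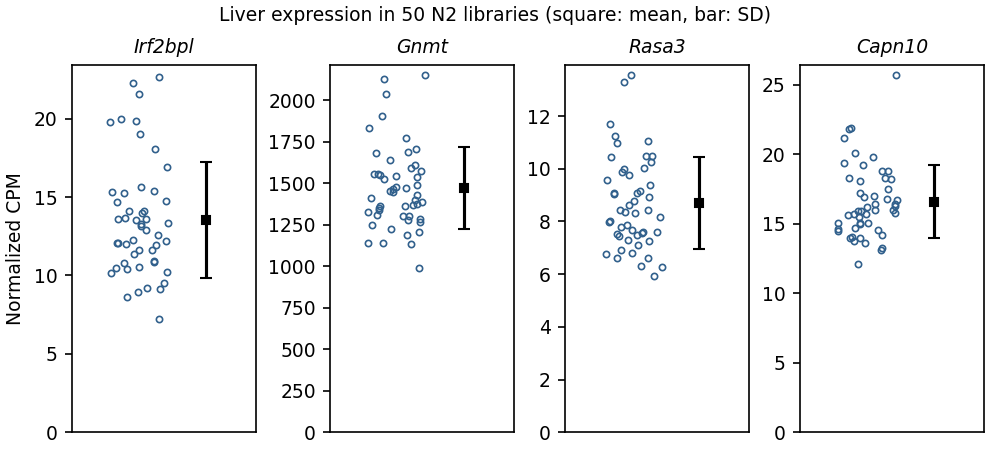
Each circle is 1 of 50 liver libraries, and the vertical axes give the value in normalized CPM. The square and bar mark the mean and standard deviation, 13.5 ± 3.67 for Irf2bpl, 1471 ± 248.1 for Gnmt, 8.70 ± 1.74 for Rasa3 and 16.6 ± 2.63 for Capn10.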

None of the interacting loci that associated with the regulation of these transcripts was marginally associated with controlling gene expression levels.

**Figure 4:**
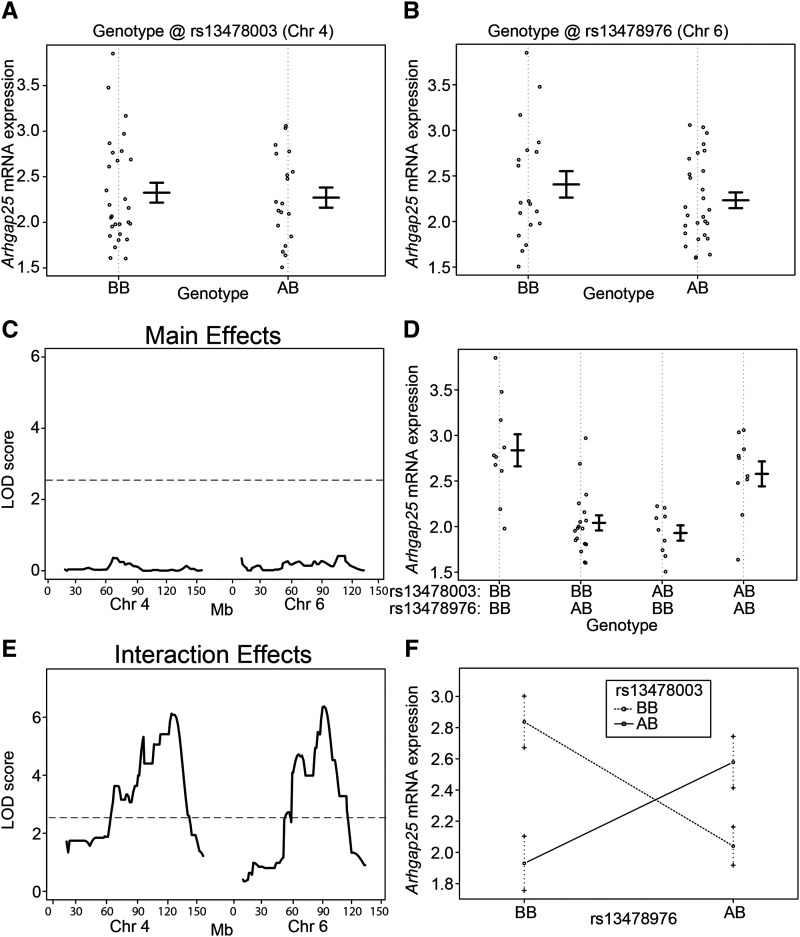
Epistatic interaction between loci on chromosomes 4 and 6 regulates *Arhgap25* mRNA expression. *Arhgap25* mRNA expression based on genotype at SNP markers (A) rs13478003 on chromosome 4 and (B) rs13478976 on chromosome 6. Each dot represents one mouse. (C) QTL mapping results for main effects on chromosomes 4 and 6. The LOD threshold for significance (*P* < 0.05) was calculated using R/qtl and is indicated by a horizontal line. Mb position is indicated for both chromosomes 4 and 6 along the x-axis. No significant QTL were detected. (D) *Arhgap25* mRNA expression based on the combined genotypes at rs13478003 on chromosome 4 and rs13478976 on chromosome 6. (E) QTL mapping results for interaction effects on chromosomes 4 and 6. The LOD threshold for significance (*P* < 0.05) was calculated by R/qtl using 10,000 permutations and is indicated by a horizontal line. The most significant interaction QTL were detected with peaks at rs13478003 (69.1 Mb) and rs13478976 (52.2 Mb). Mb position is indicated for both chromosomes 4 and 6 along the x-axis. (F) Context- dependent effects of the BB and AB genotypes at rs13478003 and rs13478976. Mean and standard error are shown for each genotype combination. An “A” genotype indicates A/J-derived. A “B” genotype indicates C57BL/6J-derived.

**Figure 5:**
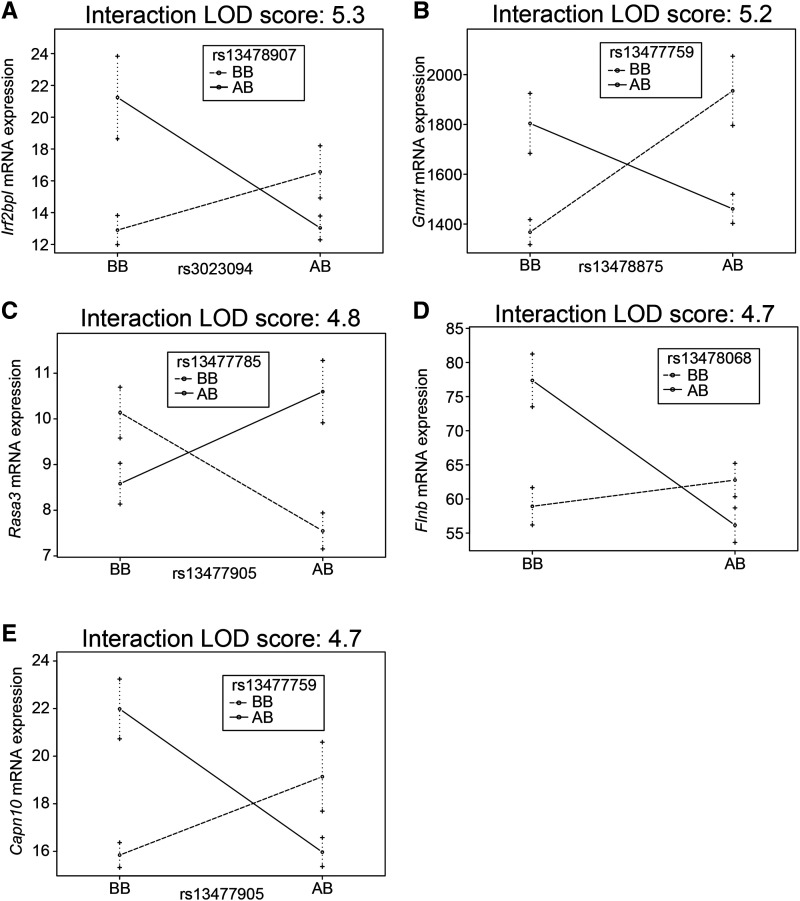
Epistatic interactions control gene expression. Context dependent effects on gene expression for (A) *Irf2bpl*, (B) *Gnmt*, (C) *Rasa3*, (D) *Flnb*, and (E) *Capn10*. The y-axis represents the number of unique sequencing reads per gene after normalizing read depth across samples. Mean and standard error are shown for each genotype combination. An “A” genotype indicates A/J-derived. A “B” genotype indicates C57BL/6J-derived.

Interacting loci on chromosomes 4 and 6 were widely distributed along each chromosome (Figure 6A). Of the 186 intra-chromosomal interactions, 37 were located on Chromosome 4 and 149 on Chromosome 6 (Figure 6B). The remaining 333 interactions were inter-chromosomal (Figure 6C). Of the genes whose expression was regulated by an epistatic QTL pair, 19 were located within the QTL interval on either chromosome 4 or 6, and are thus likely controlled by *cis*-QTL. This represents a 2.0-fold enrichment of *cis*-QTL based on the size of the QTL intervals and relative to the number of *cis*-QTL expected by chance (*P* = 0.006). 

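The background for this count is the position of the genes whose expression could be tested. Of 12177 genes with a position, 6.38% lie on chromosome 4 and 5.09% on chromosome 6. With genes of a mean value below 1 left out, the share on both chromosomes together was 11.4%. These shares count whole chromosomes, while the paper's expected number uses the size of the QTL intervals, which were not used here.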

The remaining 500 interacting eQTLs were located elsewhere in the genome and are therefore *trans*-QTL. Although there appeared to be few if any QTL hotspots, the genes that were regulated by epistatic QTL pairs were enriched for a number of biological pathways (Supplemental Table 7). Gene ontology analysis discovered that the most significantly enriched pathways tended to be non-specific pathways related to various metabolic processes. Other pathways identified were related to basic cellular processes including the regulation of gene expression and signal transduction, RNA processing, and stress responses. All this is to say that the genes regulated by epistasis collectively have broad cellular functions and represent the most fundamental cellular biological processes.

**Figure 6:**
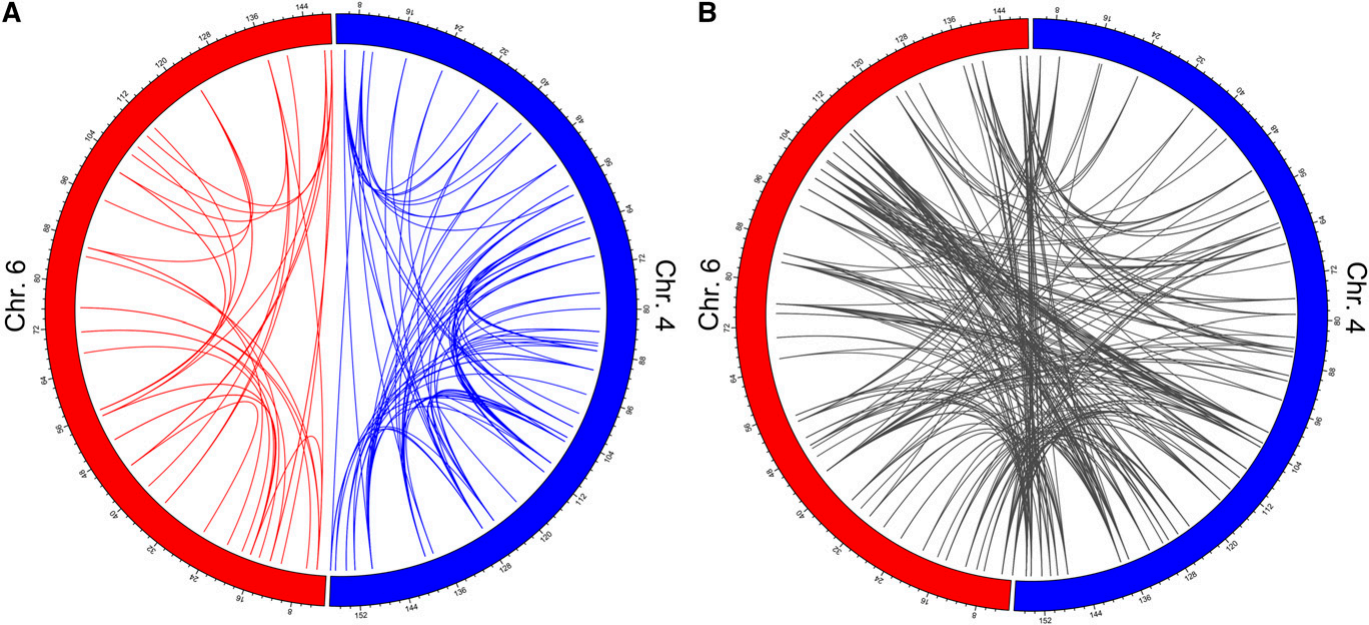
Inter-chromosomal and intra-chromosomal epistatic interactions that control gene expression are widely distributed along chromosomes 4 and 6. (A) The circos plots illustrates the location along chromosomes 4 and 6 for the peak SNPs for all epistatic QTL pairs regulating gene expression. Chromosome 6 and the intra-chromosomal epistatic QTL pairs on that chromosome (n = 37) are shown in red. Chromosome 4 and the intra-chromosomal epistatic QTL pairs on that chromosome (n = 149) are shown in blue. Numbering around the circle plots indicates the Mb position on each chromosome. (B) Inter-chromosomal epistatic QTL pairs between chromosomes 4 and 6 (n = 333) are shown in gray.

## Discussion

N2 CSS mice with allelic variation from two substituted chromosomes were used to study epistatic interactions and map loci controlling complex traits and gene expression, as these CSSs have a greatly simplified genetic background relative to other commonly used mapping resources in mammalian systems. The resulting analyses identified widespread epistatic interactions, including specific interacting loci that contributed to the heritable variation in lymphocyte percentage (ly%), red cell distribution width (rdw), and hepatic gene expression of over 500 genes. Intra-chromosomal interactions were detected in rdw and hepatic gene expression data that could not be identified in studies of the B6.A4 and B6.A6 CSS strains carrying the entire nonrecombinant A/J-derived substituted chromosomes (Chen *et al.* 2017). That this number of traits and genes were identified with detectable regulation by epistasis is remarkable considering that only a single time point was examined, gene expression was only measured in the liver, and only one pairwise strain combination of CSSs was examined. Given that ly% and rdw are associated with diagnosis and prognosis in cancer patients as well as cardiometabolic disease, identifying a more complete genetic model that incorporates interaction may improve our ability to predict those at greatest risk or modulate these traits based on improved knowledge of the biological pathways that underlie these interactions (Iseki *et al.* 2017; Zhao *et al.* 2017; Pilling *et al.* 2018).

Among the most significant genes whose expression is regulated by epistatic interactions, *Capn10* is particularly interesting given its controversial association with T2D risk. It was the first T2D susceptibility gene identified in linkage studies (Horikawa *et al.* 2000), with multiple subsequent GWAS or candidate gene studies having also identified an association between variants near *CAPN10* and T2D risk and other diabetes-related phenotypes (Baier *et al.* 2000; Evans *et al.* 2001; Orozco *et al.* 2014; Ibrahim *et al.* 2015; Cui *et al.* 2016; Zhao *et al.* 2016; Bayramci *et al.* 2017; Hou *et al.* 2017; Castro-Martínez *et al.* 2018). However, many other studies failed to replicate these findings (Hegele *et al.* 2001; Tsai *et al.* 2001; Khan *et al.* 2014; Al-Sinani *et al.* 2015; Plengvidhya *et al.* 2015; Zhang *et al.* 2019). It is tempting to speculate that one potential reason for the inconsistent results could be an incomplete understanding of epistatic interactions between *CAPN10* and other loci. To illustrate how this could happen, previous simulation studies of interacting loci revealed that small differences in allelic frequencies between populations can lead to a failure to replicate GWAS results (Greene *et al.* 2009). Therefore, it is of note that one study of ∼1,400 T2D and control individuals found no evidence of main effects in *CAPN10*, but did identify evidence for gene-gene interactions involving *CAPN10* influencing T2D risk (Uma Jyothi and Reddy 2015). This is remarkably similar to what we have shown with ly% (Figure 3) and *Arhgap25* expression (Figure 4), where a failure to account for interactions can mask an otherwise strong association.

The ∼500 genes whose hepatic expression was regulated by epistasis is significantly more than were first identified in studies of the B6.A4 and B6.A6 CSS strains carrying the entire nonrecombinant A/J-derived substituted chromosomes (Chen *et al.* 2017). This may be, in part, because the recombination events within chromosomes 4 and 6 decoupled intra-chromosomal interactions in order to reveal previously undetected intra- and inter-chromosomal epistatic QTL. This phenomenon has been frequently observed in previous studies of CSS for a wide range of traits, with numerous previously hidden QTL revealed upon deconstruction of the substituted chromosome (Buchner and Nadeau 2015). The high prevalence of epistatic interactions provides evidence for complex molecular models underlying the genetics of many quantitative traits (Gerke *et al.* 2009; Gerke *et al.* 2010; Chow 2016; Sackton and Hartl 2016). In addition, it is of note that there is little overlap between the genes that affect gene expression via marginal *vs.* epistatic actions. This indicates that conditioning tests for epistasis based on prior detected marginal effects, as is often done, may underestimate the importance of epistasis in complex traits (Greene *et al.* 2009).

Beyond the identification of specific epistatic QTL, this study has broad implications for understanding the genetic architecture of complex traits. For instance, among the traits where an epistatic QTL was detected, those QTL accounted for a considerable proportion of the variance for that trait (11.4% for blood-related traits, 24.5% for gene expression). The gene expression QTL revealed a similar number of loci with comparable variance explained (interaction: mean 24.5%; range 20.5–85.6%, marginal: mean 28.5%; range 20.5–44.4%). This demonstrates that epistatic interactions can have large effect sizes. However, it is important to note that studies in CSSs have consistently found QTL that explain larger proportions of the variance relative to other mapping populations such as the hybrid mouse diversity panel and the diversity outbred mapping populations (Buchner and Nadeau 2015). The high variance accounted for by QTL in studies based on CSSs has been attributed in part to the limited allelic variation within each CSS, the limited power for detecting smaller effects given study sample sizes, and the study of genetically identical replicates within each CSS strain to improve genotype-phenotype correlations and reduce “noise” in the analysis, although the later does not apply to these data given the unique genotypes of each N2 offspring (Figure 1). Therefore, caution must be applied to directly extrapolating these effect sizes to human genetic studies or even studies in other mammalian systems. Nonetheless, within this CSS-based study, these same factors apply equally to main effects and interaction effects, and the fact that the variance explained was similar between these two classes of QTL contributes to the growing body of evidence that epistatic interactions play an important role in the genetic architecture of complex traits. This finding has broad implications for the genetic architecture of complex traits, where most studies to date have exclusively identified main effect QTL. Despite this limitation, clinical applications based on these studies, such as the use of polygenic risk scores, are beginning to be clinically evaluated with some promising early results (Torkamani *et al.* 2018). Our results highlight that these models are likely to remain severely handicapped until they account for interactions, as the individual and cumulative effects of the interacting loci can be equivalent to the main effects, but remain unaccounted for in the models.

While it is relatively easy to lament the absence of epistatic interactions in modeling genetic architecture, the problem is not simply that the models do not account for interactions, but rather that experimentally or statistically identifying such interactions has proven exceedingly difficult. Herein lies the strength of this new CSS interaction-based mapping paradigm, which enabled the detection and higher-resolution mapping of otherwise hidden QTL, revealing the genomic locations of numerous novel loci that interact to control a number of complex traits and the expression of hundreds of genes that were not found using only a marginal analysis strategy. This was all accomplished with a relatively small number of mice for a mapping population, including just ∼150 mice for the trait data and ∼50 mice for the gene expression analyses. Thus, the use of additional CSS crosses and larger mapping populations promises to facilitate the widespread identification of the specific genes and alleles that underlie a broad spectrum of complex traits. These results point to the importance of searching for epistasis in as simplified a genetic context as possible, knowing that even within the limited allelic variation of a single substituted chromosome there is a remarkable genetic complexity contributing to phenotypic variation. As we attempt to move toward more personalized medicine, it will no doubt require a more comprehensive understanding of the many interacting loci throughout the genome, which should be greatly facilitated by this CSS-based mapping paradigm.

How the deposited data were processed for this re-analysis (not part of the article)

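The data are liver transcriptomes of N2 offspring of a backcross in which only chromosomes 4 and 6 segregate between A/J and C57BL/6J alleles. 50 libraries were mapped to a single condition, N2 liver, from their titles and the paper, and no genotype class was assigned, since the genotypes were not used here. The authors aligned the reads to GRCm38.p5 with Hisat2, counted reads per gene with HTSeq, removed low-count genes and normalized the rest with edgeR. The deposited table holds a normalized expression signal, CPM of a library size scaled between libraries, whose columns sum to between 886171 and 1120650 and are therefore not plain CPM. The design had been written for CPM, and the same tests on the log2 scale were kept.

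Each library's values were divided by the value of 1 read, which gave whole reads for 100% of the values within 0.01, with a largest deviation of 0.000863 reads. The counted reads ran from 11965594 to 29976557 per library. In the 28 libraries numbered 1 to 30 the median was 14432604, and in the 22 libraries numbered 31 to 59 it was 13284110.5. Counting error was taken as the mean value times the mean value of 1 read, divided by the variance between libraries. Gene positions came from the GENCODE M21 annotation of GRCm38, which lacks 8 of the 12185 genes.

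Named genes were described by mean, standard deviation and range over the libraries, untransformed, and by the percentile of their coefficient of variation among the 200 genes nearest in mean value (fewer at the ends of the range, 172 for Gnmt). The genes named in the text were fixed by a rule, namely the 9 genes the paper names with these data, 5 sex-linked genes and, for each test with library or animal number, at most the 2 genes with the smallest adjusted p in each direction. Other genes are named with the statement that they were chosen after their values were seen. Chromosomes 4 and 6 were compared with the other autosomes by one-sided exact permutation tests over the 171 pairs of autosomes, on log2(value + 0.5) of genes with a mean value of at least 1. Relations to library number and animal number were tested with limma 3.58.1 in R 4.3.3 on the same scale, 2-sided, with Benjamini-Hochberg adjustment and a threshold of 0.05. All libraries were treated as independent, since the litters and dates of the mice are not known here. edgeR 4.0.16 (quasi-likelihood) was run on the whole reads as an alternative chosen after seeing the data, and called 1647 genes for library number and 1596 for animal number. For comparison with the linkage scans, 100 sets of backcross genotypes were simulated without reference to the expression values, with 57 and 50 markers on a pair of chromosomes spaced 1.5 cM apart, and each gene was scanned by marker regression for single loci and for pairs of markers, pairs on 1 chromosome lying at least 30 Mb apart. These scans are not R/qtl's, and the paper's scans by permutation threshold were not repeated. Sequence shared between genes was measured as shared 31-base stretches of annotated transcripts.

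The tests were tried on simulated data. With 200 genes changed 2-fold between the sets of library numbers, limma recovered 198 and called 10 other genes among 11435. The neighbouring-gene test gave p = 0.005848 with simulated cis effects, and 0 of 20 simulated data sets without effects had p under 0.05. Apart from the cis effects, the simulated values were independent between genes, unlike the real ones. They do not show the test's error rate where genes vary together. The scans recovered 100 of 100 planted loci and 100 of 100 planted interactions. Alternatives covered the pseudocount, the filter on low values, the number of principal components, the distance between genes, the scale, the normalization and the handling of libraries with the same animal number. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 was used. QTL positions, LOD scores and genotype classes were left out because they need the genotypes. Single-gene values of some genes are not reported here.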

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

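The comparisons with randomly assigned labels and the tests of the library numbered 24 were chosen after the results were seen, and the corrections for reads, GC content, length and other labels before. The tests of library number and animal number were set before the data were examined. No biological condition in the design separates these libraries, and the score of sex-dependent liver genes used below is itself computed from the expression values.

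Library number and animal number are labels that the paper does not analyse. Between the 28 libraries numbered 1 to 30 and the 22 numbered 31 to 59, 1542 of 11436 genes differed (limma, adjusted p under 0.05), 808 higher and 734 lower in the second set. Dpyd (346 ± 38.9, SD, n = 28, against 425 ± 39.8, n = 22) and F8 (13.1 ± 1.61 against 16.8 ± 2.26) had the smallest adjusted p among higher genes, and Gm32063 (3.70 ± 1.24 against 2.15 ± 0.503) and Zfp579 (3.13 ± 0.690 against 2.10 ± 0.391) among lower genes, each with an adjusted p of 6.98e-05. Only 1 of 100 assignments of the libraries to sets of these sizes, the real one, gave as many genes, and the largest count among the others was 15. With the counted reads per library as a covariate, 889 genes remained past the threshold, 877 of them among the 1542. After a correction for transcript length in 20 bins the count was 1025, and after one for GC content 1406. With the share of the 10 highest genes as a covariate it was 1778, and with animal number as a covariate 1690. A difference in depth and a length bias between the sets may account for part of the difference and cannot be told apart from it, and neither correction removed most of it. None of the 9 genes the paper names differed between the sets, with adjusted p from 0.353 (Capn10) to 0.849 (Rasa3).

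Animal number was related to 1626 of 11436 genes (limma, adjusted p under 0.05), 856 rising and 770 falling with the number. Ugt1a9 rose by 0.50 (standard error 0.068, adjusted p = 1.23e-05) and Pgd by 0.31 (standard error 0.044, adjusted p = 1.88e-05) on the log2(value + 0.5) scale per 100 animal numbers, while Slc22a30 changed by -0.80 (standard error 0.12, adjusted p = 4.18e-05) and Aox3 by -0.91 (standard error 0.14, adjusted p = 5.89e-05). Again 1 of 100 assignments of the numbers, the real one, gave as many genes, and the largest count among the others was 35. The count was 1625 with counted reads as a covariate, 1316 with the share of the 10 highest genes, 1718 after the GC correction, 1969 after the length correction and 1773 with the set of library numbers as a covariate. With the score of sex-dependent liver genes as a covariate it fell to 282. The score itself fell with animal number (Pearson r = -0.473, permutation p = 0.00055, n = 50). These tests and the shuffled assignments treat the libraries as independent. Litter and date are not known here, and animals with neighbouring numbers may share them. Differences between groups of animals could therefore give these relations without a steady trend over the numbers. A candidate explanation is that mice with higher animal numbers were less mature when sampled, although the genes left show that the score does not account for all of the relation, and the score rests on the same expression values. Of the genes the paper names, Rasa3, Cadps2 and Arhgap25 were related to animal number. With the score as a covariate none of them passed the threshold (adjusted p = 0.192, 0.218 and 0.338). Their changes per 100 animal numbers were smaller but kept their direction. They were 0.17 for Rasa3, -0.21 for Cadps2 and 0.14 for Arhgap25, against 0.23, -0.30 and 0.19 without the score. The unadjusted p was 0.022, 0.029 and 0.074 (limma), so the lost threshold does not show that the score accounts for these relations. Rasa3 and Cadps2 stayed under 0.05 with the other covariates and corrections named here, while Arhgap25 did not with the share of the 10 highest genes (adjusted p = 0.0646) or with the libraries that share an animal number left out (adjusted p = 0.0688). Values per gene for the covariates were taken after seeing the data.

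The library numbered 24 held 16.8 normalized CPM of Cyp2b13 where the highest of the other 49 libraries held 0.540 and their median was 0. This gene and the next ones were chosen after their values were seen. Sult2a1 was at 12.4 against at most 0.356 elsewhere, Sult2a2 at 21.7 against at most 0.944, A1bg at 5.51 against at most 1.71, and H19 at 14.6 against at most 9.44. Several of these genes are known as female-type or early-life liver genes. A female animal under a male label was tested with the Y-linked genes, the lowest of which, Uty, had 115 reads in this library, far above 3 reads, so this explanation was dropped. RNA of another sample could also add such reads. Eif2s3y in this library was at 27.9 normalized CPM, within the 25.1 to 37.2 of the others. Xist was not in the table, although the table holds genes such as Cyp2b13 and Sult2a1 whose median over the other libraries was 0, which speaks against much female RNA. Neither observation bears on RNA of another male, so admixture cannot be told apart from the other explanations. The same library had the lowest of the 50 scores of sex-dependent liver genes, -2.60.

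Gm13394, a processed pseudogene on chromosome 2 from 28933610 to 28934609 outside the segregating chromosomes, ranged from 0.160 to 163 normalized CPM with a median of 102. It had the largest excess of spread among the 11087 autosomal genes tested. It was chosen after its values were seen. It shares 96.8% of its 31-base stretches with Gapdh on chromosome 6 (125161715 to 125166467). Reads of an A/J allele of the parent gene could be assigned to the copy, which would look like a trans effect of chromosome 6. Over all genes outside chromosomes 4 and 6 that share at least 20% of their sequence with a gene of another chromosome, those with a partner on chromosome 4 or 6 followed the genes within 10 Mb of the partner, with a mean excess of squared correlation of 0.0213 (14 genes) against 0.000115 for partners on other autosomes (97 genes; one-sided permutation test, p = 2e-05). Reads shared between copies would give such a relation, and trans effects from the partners' regions were not tested apart from it. Sharing alone does not predict it, since Gm5559 (96.8% shared with Gapdh) and Gm7336 (97.3% shared) followed the Gapdh region no more than other genes, with an excess of -0.00143 and -0.000669, and were not among the most variable genes. Of the 4 strongly variable copies in this set, 3 (Gm13394, Eno1b and Nudc-ps1) had been noticed before the test was written, so p = 2e-05 is in part circular. With these and the noticed copies Gm4735 and Gm8483 of the other group left out, the excess was 0.00856 for 11 genes (p = 0.00533). With the variable genes of both groups left out it was 0.00466 for 10 genes (p = 0.0465), and with only the 4 variable copies left out p was 0.0521. Leaving out variable genes also removes what shared reads would give, so these values do not show whether the relation is confined to the variable copies. Gm2546 alone, a further copy of Gapdh, had an excess of 0.0471. These checks were chosen after seeing the data. The same set was not shown to be more variable, with 4 of 14 genes in the most variable 5% against 12 of 97 (one-sided Fisher's exact test, p = 0.117). That comparison depends on which partner is counted, because copies such as Gm4735 and Gm8483, whose closest match is another copy of Eno1 outside chromosome 4, fell into the second group. With 8 genes moved because any gene of chromosome 4 or 6 shares at least 20% of their sequence, it was 7 of 22 against 9 of 89 (p = 0.0165), an assignment chosen after seeing the data that moves the noticed copies Gm4735 and Gm8483 into the first group. Both tests with a partner on chromosome 4 or 6 were written before their results were seen, but after the spread of these copies had been noticed. The variable genes of the set also included Eno1b on chromosome 18 (partner Eno1 on chromosome 4, values 0 to 42.8) and Nudc-ps1 on chromosome 8 (partner Nudc on chromosome 4, values 0 to 12.4).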

How the results depend on the processing

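The excess of neighbouring-gene correlation on chromosomes 4 and 6 kept its direction and p under 0.05 under 7 of the 8 alternatives, with differences of 0.00122 to 0.00304. With 10 principal components removed, chromosome 4 ranked 1 at 0.00222. Chromosome 6 then ranked 7 at 0.000399, below the highest other autosome at 0.00107. Without removal of principal components the excess was reversed, at -0.00134 (p = 0.719), and chromosome 6 ranked 18 of 19 autosomes. The cause was not tested. The excess of variable genes kept its direction and p under 0.05 under all 6 alternatives, from 1.24 to 2.97 percentage points with p from 0.0234 to 0.0409. The smallest value came with the Mup genes left out, an alternative chosen after seeing the data. None of the 6 alternatives removed principal components or the score of sex-dependent liver genes.

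The number of genes that differed between the sets of library numbers ran from 1441 to 1647, and the number related to animal number from 1474 to 1693, over 5 alternatives each, including edgeR on the whole reads, which was added after seeing the data. With edgeR, 1486 of the 1542 and 1520 of the 1626 genes were called as well. Of 148 values of single genes in these tests, 142 kept their direction and side of the threshold. These include 18 values for Arhgap25, Rasa3 and Cadps2 under corrections and covariates, chosen after seeing the data. With the score of sex-dependent liver genes as a covariate, the adjusted p for animal number was 0.338 for Arhgap25, 0.192 for Rasa3 and 0.218 for Cadps2, and with the share of the 10 highest genes it was 0.0646 for Arhgap25. With the libraries that share an animal number left out, Arhgap25 changed by 0.18 per 100 animal numbers with an adjusted p of 0.0688 in place of 0.0438. With these libraries left out Capn10 was reversed, at -0.021 with an adjusted p of 0.848. All 27 recomputed means of the 9 named genes moved by less than 1 SD between libraries. This is a wide limit for a mean over the same libraries. Extl1 kept within it although its mean moved from 5.43 to 3.71, more than its standard error of 0.641. In each of the 4 settings, 8 of the 9 genes had more spread than the median of the genes nearest in mean value. The share of genes on chromosomes 4 and 6 was 11.5% in the whole table and 11.4% with low genes left out.

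Under random genotypes, the median number of genes past a LOD score of 2.44 ran from 205 to 223 for single loci, and from 2801.5 to 3034 genes for interactions. With at least 50% in place of at least 20% shared sequence, the share of variable genes with a partner on chromosome 4 or 6 exceeded the share with other partners by 28.5 percentage points (p = 0.0464 by the one-sided Fisher's exact test), and with at least 5% by 10.5 points (p = 0.147). With genes moved to chromosomes 4 and 6 when any gene there shares at least 20%, it was 21.7 points (p = 0.0165). The relation to the partner's region had p of 1e-05, 3e-05 and 1e-05 under these alternatives, where 1e-05 is the smallest the permutations can give, and 0.0521 with the variable copies with a partner on chromosome 4 or 6 left out. It was 0.0465 with the variable genes of both groups left out, and 0.00533 with the copies noticed before the test left out. All of these were chosen after seeing the data.

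No paired analysis was possible because all libraries belong to 1 group. Depth limits the genes of low expression. For Arhgap25, with a median of 34.5 reads, counting error alone would account for 57.2% of the variance between libraries, whereas for Gnmt it accounts for 0.162%.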

Differences from the paper's values

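The paper reports an average of 51404587 ± 12403503 reads per sample, while the reads recovered from the table averaged 15476703 ± 3880594 (SD, n = 50 libraries). The paper does not name the kind of its error. The paper's number is of sequenced reads and the recovered number of reads counted on the genes of the table. None of the alternatives set before the data were examined changes this number, since none of them acts on the counted reads.

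The other values compared lay within 1.5 times of each other. The paper gives n = 49 mice, against 50 libraries and 48 animal numbers here. The lower end of the paper's ranges of variance explained is 20.5%. The paper does not tie it to a LOD score. A regression without covariates at a LOD score of 2.44 gives 20.1% with 50 libraries and 20.9% with 48 animal numbers. The lowest mouse for Arhgap25 is at about 1.5 and the highest at about 3.9 in Fig. 4A, read by eye, against 1.51 and 3.85 in the table.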

Other observations

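In this part, the test of the sex-dependent genes was written before its result was seen, and the counts for Figure 5 were chosen after seeing the data. The random-genotype scans were set before the data were examined.

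The first principal component of the log2 values held 17.4% of the variance between mice. A list of liver genes held to differ between adult males and females was written from general knowledge and not checked against publications. It left out the genes noticed in these data beforehand, and 43 of its 54 genes had a mean value of at least 1. Across the 50 libraries, the 21 genes higher in males correlated with each other (mean r = 0.308), the 22 genes higher in females did so too (mean r = 0.151), and genes of different lists correlated negatively (mean r = -0.153). The difference of 0.379 exceeded the largest of 10000 pairs of random lists matched on mean value, 0.127 (p = 0.0001, the smallest they can give). Without the listed genes on chromosomes 4 and 6 it was 0.349 (p = 0.0001). The score built from these genes was not related to the counted reads (Pearson r = -0.0222, permutation p = 0.878; Spearman rho = 0.0354, permutation p = 0.808) and followed the first principal component (Pearson r = 0.841 and Spearman rho = 0.797, each with permutation p = 1e-05, the smallest they can give; r = 0.791 without the 2 libraries farthest from the median score; r = 0.904 in the libraries numbered 1 to 30 and 0.706 in those numbered 31 to 59). The random lists were matched on mean value only, and not on spread between mice or gene family. Listed genes that vary together for another reason could therefore also exceed them. The first principal component includes the listed genes, so its relation to the score is in part built in. The pattern could come from mice of 5 weeks that differ in sexual maturity, but these tests do not single this out. Trans effects of chromosomes 4 and 6 on the hormones behind these genes, fasting and stress were not tested, so this remains a hypothesis.

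Relations of the score were computed for the 9 genes the paper names and 3 other measures, and adjusted over these 12 by the Benjamini-Hochberg method. Cadps2 rose with the score (Pearson r = 0.430, adjusted p = 0.0084) and Rasa3 fell with it (r = -0.403, adjusted p = 0.0105), each in the same direction within both sets of library numbers. Arhgap25 fell with it (r = -0.363, adjusted p = 0.0239), also in the same direction within both sets. Tmem245 (r = 0.337, adjusted p = 0.0345) and Gnmt (r = -0.315, adjusted p = 0.0425) were related to it over all libraries but not within both sets. The adjusted p of Irf2bpl, Capn10 and Extl1 was 0.834, 0.0939 and 0.834. For animal number, rho was -0.537 (permutation p = 0.00011), r was -0.482 without the 2 farthest libraries, and -0.407 and -0.513 within the sets.

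Under 100 sets of random genotypes, the single-locus scan put a median of 219.5 genes (66 to 757) past a LOD score of 2.44, 1.801% of the table, and 1 of the 100 sets reached the paper's 748 genes. The scan over pairs of markers put a median of 3034 genes (915 to 5223) past the same value, 24.9% of the table, and all 100 sets reached the paper's 510 genes. The paper set permutation thresholds at P under 0.05 for both kinds of QTL. Its text gives the value of 2.44 for interaction QTL of expression, and the threshold for single-locus QTL is drawn as a line in Figures 3C and 4C without a printed value. The use of 2.44 for single loci is a choice made here, and the comparison with 748 genes depends on it. In these scans, 5% of genes exceeded a LOD score of 1.97 for single loci and 3.41 for pairs. At a threshold of 0.05 per gene, chance alone gives 609 of 12185 genes. The scans use simulated markers and simple regression, and set no smallest number of mice per genotype class. On 1 chromosome they cover only pairs at least 30 Mb apart, where the paper removed closer interacting QTL from its results. Both choices can raise the count for pairs, by an amount not tested. The paper also set its thresholds by permutation in R/qtl. The numbers therefore describe what random genotypes give in these data under these scans, and not the paper's error rate.

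Figure 5 draws the mean of each genotype class, and the table bounds how many mice a class with the highest mean can hold. With the means read by eye, at most 6 libraries can average as high as the highest class drawn for Irf2bpl, 8 for Gnmt, 13 for Rasa3 and 5 for Capn10. With a mean 5% lower, the bounds are 9 for Irf2bpl, 12 for Gnmt, 19 for Rasa3 and 8 for Capn10.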
